A study of Mus musculus with 6 samples (transcriptomic, total RNA). Its data were reported in "Ap4 is rate limiting for intestinal tumor formation by controlling the homeostasis of intestinal stem cells" (2018).

How the data were processed

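RNA from small-intestinal adenomas of ApcMin/+ mice was profiled by RNA-Seq. ApcMin/+ mice carry a truncating mutation in 1 copy of the tumour suppressor gene Apc and develop many adenomas in the intestine. The gene encoding the transcription factor AP4, Tfap4, is called Ap4 here. Mice with loxP sites around exons 2 to 4 of Ap4 and no Cre recombinase formed the Ap4-wild-type group, and mice that also expressed Cre under the villin promoter, which is active in intestinal epithelial cells, formed the Ap4-deficient group. Each group held 3 mice at 16 weeks of age, and each library was made from RNA pooled from 5 tumours of 1 mouse. The groups and the replicate numbers were taken from the sample titles.

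The deposited files hold 1 RPKM value (reads normalised to the exon length of the gene and to the number of mapped reads of the library) per gene and sample for 48440 genes named by symbol. According to the methods, the authors mapped single reads with the CLC Genomics Workbench to the mouse genome build GRCm38 with Ensembl gene models, of a release that is not stated. The authors then left out genes with few exon reads, scaled the samples by their upper quartiles, removed unwanted variation with RUVg and tested the read counts with edgeR or DESeq2. Those later steps are not part of the deposited RPKM values, and no gene had been filtered out of the files.

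The written design assumed read counts and a minimum of 5 reads. Since the files hold RPKM, the test set down for that case was used instead. Genes with a value above 0 in at least 1 sample entered the fit (27600 genes). Each sample was divided by a factor proportional to the 75th percentile of its values over these genes, the values were transformed as log2(RPKM + 0.1), and limma-trend (limma 3.58.1 in R 4.3.3) was fitted to all 6 samples with the group as the only term. P-values were adjusted by the Benjamini-Hochberg method. Fold changes are on the log2(RPKM + 0.1) scale, which understates the change of genes with low values. They were computed after scaling, whereas means and SDs in RPKM given in the text are the deposited values before scaling. The adjusted threshold required an adjusted p under 0.05 and a fold change of at least 1.5 in either direction, and the unadjusted threshold required the same fold change and an unadjusted p under 0.05.

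Marker sets were short hand-written gene lists, 19 of them completed before the processed files arrived. They stand in for the published gene signatures, which are not in the files analysed here. Each set was tested with limma's camera test at a fixed inter-gene correlation of 0.01, and its shift is the mean log2 fold change of its genes. The level of a set in a sample is the mean of the log2 values of its genes, and levels were compared with exact permutation tests. With 3 samples against 3 the smallest p such a test can give is 0.1.

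The depth of each library was recovered from the steps between low values, because a value of RPKM stands for a whole number of reads once the exon length of the gene and the depth are known. Exon lengths came from the GENCODE M21 annotation of GRCm38, which held 95.8% of the genes with a value above 0. The release used for mapping may differ, and between 84.3% and 86.1% of the low values fell on whole reads. The recovered depths were 30015703, 67601792 and 49508445 mapped reads for Ap4-wild-type replicates 1, 2 and 3, and 46833733, 67437128 and 45960924 for Ap4-deficient replicates 1, 2 and 3. In a gene with 1 kb of exon, 1 read was worth between 0.0148 and 0.0333 RPKM. Reads given for single genes were recovered in this way and are not counts from the files. Gene coordinates are those of the same annotation.

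The genes named in the text followed a rule set before the files arrived. It took a panel of 20 genes and up to 3 genes of a marker set in the order of its list. It also took the 5 most decreased and the 5 most increased genes past the adjusted threshold. These had to have a mean of at least 1 RPKM and no overlap between the groups. The panel held genes that the study names for these adenomas or uses as cell type markers. Many had been reported as lower in these same adenomas, and several also belong to the marker sets. Their decrease here is therefore no independent finding. The limma-trend fit and the adjusted threshold were tested on simulated log2 values with the means and spreads of the real genes. In these, 200 genes with a mean of at least 1 RPKM had been changed by 2 on the log2 scale. The fit called 84.5% of the changed genes, and 2.9% of the called genes had not been changed. Scaling was not part of this test, and the simulated values held no difference between sequencing runs. These shares therefore do not describe smaller changes, genes with low values or an effect of the run.

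Alternatives chosen before the files arrived were another scaling (a trimmed mean of log ratios between samples), a pseudocount of 1, filters on low values, a RUVg factor estimated from the 5000 least significant genes, the replicate number as a block, the omission of each sample in turn, a fold change of at least 2, camera with the inter-gene correlation estimated for each set, and the removal of genes shared between sets. Added after the data had been seen were no scaling, median-ratio scaling, protein-coding genes only, a minimum of 5 reads in at least 1 sample, and minimum means of 0.1 and 0.5 RPKM. The DESeq2 Wald test and the edgeR likelihood ratio test on the list were not run because both need read counts. Figures were drawn with matplotlib 3.10.9.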

Results

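Gene expression was measured in adenomas of 3 Ap4-wild-type and 3 Ap4-deficient ApcMin/+ mice. Sequencing depth ranged from 30015703 to 67601792 mapped reads and overlapped between the groups. In each library between 21467 and 23613 genes had a value above 0. No pair of samples held identical values, and the smallest chi-square per degree of freedom between the recovered reads of 2 samples was 35.34, so all samples were counted as separate replicates. Across the 11646 genes with a mean of at least 1 RPKM, Pearson correlations of the log2 values ranged from 0.962 to 0.979 between Ap4-wild-type samples, from 0.971 to 0.975 between Ap4-deficient samples and from 0.931 to 0.966 between the groups. These correlations are across genes, which are not independent replicates. The first principal component held 54.1% of the variance and separated the groups. Its scores were -28.4, -35.5 and -21.5 in the Ap4-wild-type samples and 38.6, 34.2 and 12.6 in the Ap4-deficient samples.

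The column headers carry sequencing run numbers. All Ap4-deficient libraries carried the same run number. Ap4-wild-type replicates 2 and 3 shared another, and Ap4-wild-type replicate 1 carried a number of its own. With 0 run numbers shared between the groups, no comparison could be made within a run, and the sequencing run and the genotype cannot be told apart in any difference described here. The scaling factors also differed by group. They were 1.123, 1.097 and 1.107 in the Ap4-wild-type samples and 0.808, 0.906 and 1.002 in the Ap4-deficient samples.

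The main comparison asked which mRNAs depend on Ap4 in adenomas. Of 27600 genes tested with limma-trend, 243 passed the adjusted threshold, of which 84 were decreased and 159 increased in Ap4-deficient adenomas. In all 243 the Ap4-deficient samples lay on the same side of all Ap4-wild-type samples. The unadjusted threshold was passed by 3154 genes, 1393 of them decreased and 1761 increased. The replicate numbers of the labels were also tested as pairs. Deviations from the group means correlated at -0.016 between samples with the same number and at 0.008 between samples with different numbers. Such deviations cancel out within each group, so the second value largely follows from the first and is no separate reference. With the replicate block, a pairing taken from the labels, 1 gene passed the adjusted threshold and 2990 genes passed the unadjusted threshold. The adjusted count rose most with a filter of at least 10 reads in at least 3 samples, with which 1024 genes passed. The balance of directions depended on whether the samples were scaled, on the types of gene included and on single samples. At the unadjusted threshold, 2917 genes were decreased and 880 increased without scaling, and with the main scaling but protein-coding genes only, 1298 were decreased and 893 increased. Leaving out Ap4-wild-type replicate 3 alone also reversed the majority, to 1617 decreased and 1442 increased genes.

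**Figure D1:**
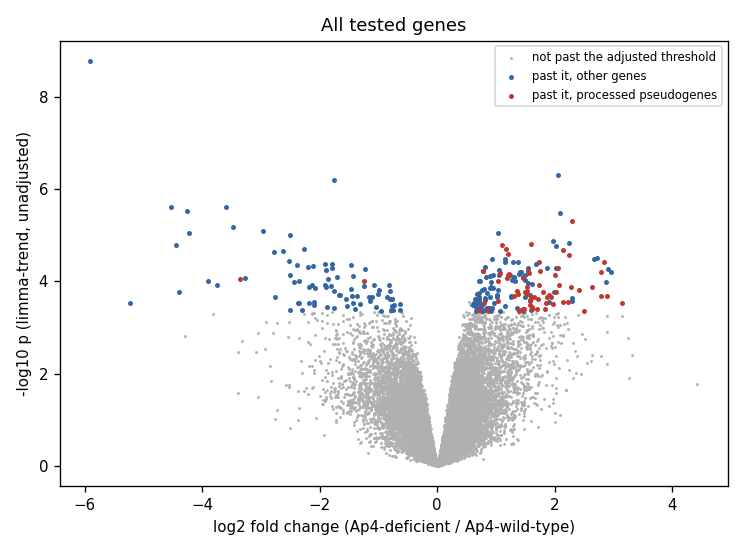
Log2 fold change (Ap4-deficient over Ap4-wild-type) against the negative log10 of the unadjusted limma-trend p, 1 point per tested gene. Of the 159 increased genes past the adjusted threshold, 65 are processed pseudogenes (red), against 2 of the 84 decreased genes.

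Among genes of the fixed panel, Olfm4, Smoc2 and Jag2 passed the adjusted threshold. The RPKM means are unscaled and the fold changes are after scaling, so the means imply larger decreases for these genes. Olfm4 (chromosome 14, 79984081 to 80023139), a marker of intestinal stem cells, had 48.682 ± 5.557 RPKM (SD, n = 3) in Ap4-wild-type and 14.46 ± 3.583 RPKM (SD, n = 3) in Ap4-deficient adenomas. Its log2 fold change was -1.4741 (standard error 0.1562, limma adjusted p = 0.02837), from at least 1434 recovered reads in every sample. The Notch ligand gene Jag2 (chromosome 12, 112907819 to 112929776) changed from 4.297 ± 0.643 to 1.038 ± 0.343 RPKM (SD, n = 3 per group), with a log2 fold change of -1.7008 (standard error 0.1981, limma adjusted p = 0.02847). Smoc2 (chromosome 17, 14279506 to 14404790) changed from 25.019 ± 1.864 to 9.607 ± 2.967 RPKM (SD, n = 3 per group), with a log2 fold change of -1.1167 (standard error 0.1529, limma adjusted p = 0.03854). The stem cell marker Lgr5 (chromosome 10, 115450311 to 115587780) fell from 2.396 ± 0.292 to 0.736 ± 0.285 RPKM (SD, n = 3 per group) without overlap between the groups, but its limma adjusted p was 0.06391. Notch1 and Ascl2 also separated the groups without passing the adjusted threshold, with log2 fold changes of -0.9857 and -0.7388 and limma adjusted p of 0.0657 and 0.0993. Across 18 alternatives, Lgr5 and Notch1 each passed in 6, namely the filters on low values and protein-coding genes only. Their calls were unchanged in the other 12. The remaining decreased panel genes Tcf7, Ephb3, Clca1, Sox4, Myc, Jag1, Hes1, Axin2 and Tfap4 had log2 fold changes from -0.9239 to -0.1678, and the groups overlapped for Myc, Axin2 and Tfap4. Cdkn1a, Muc2, Ctnnb1, Lyz1 and Spdef had log2 fold changes from 0.7471 to 0.1585, with limma adjusted p of at least 0.1204. For these 3 panel genes the omission of single samples moved the adjusted p most. It reached 0.154 for Olfm4 and 0.18 for Smoc2 without Ap4-wild-type replicate 2, and 0.152 for Jag2 without Ap4-wild-type replicate 1 (limma adjusted p), and with the replicate block it was 0.117 for all 3.

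**Figure D2:**
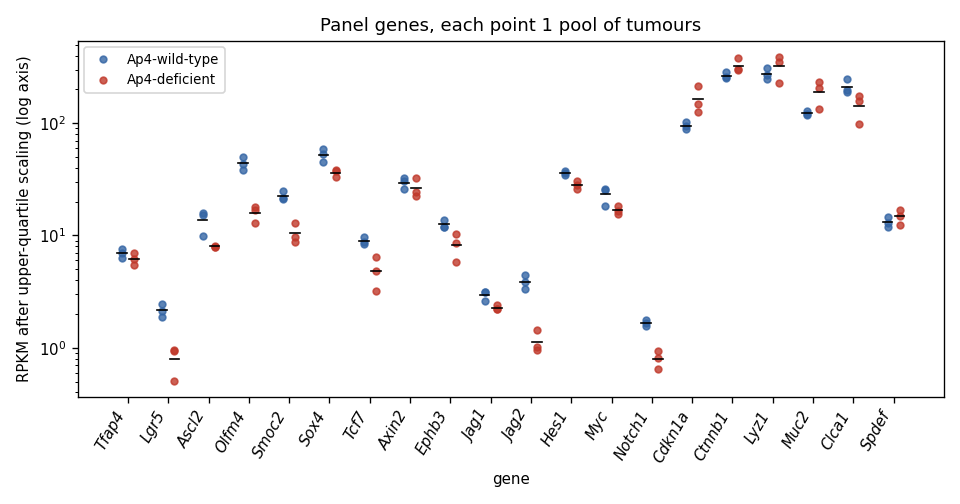
RPKM after upper-quartile scaling on a log axis for the 20 panel genes, with 1 point per pool of 5 tumours and a bar at each group mean. Lgr5, Olfm4, Smoc2, Jag2 and Notch1 lie lower in all 3 Ap4-deficient samples, whereas Tfap4, Axin2, Lyz1 and Spdef overlap between the groups.

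The deleted gene itself changed little in this measure. Tfap4 (chromosome 16, 4544661 to 4559854, minus strand) had 7.733 ± 0.808 RPKM (SD, n = 3) in Ap4-wild-type and 5.596 ± 0.69 RPKM (SD, n = 3) in Ap4-deficient adenomas. After scaling its log2 fold change was -0.1678 (standard error 0.1258, limma adjusted p = 0.5203), which is within the spread between replicates. Leaving the RPKM values unscaled gave -0.462 (standard error 0.138, limma adjusted p = 0.126). The values cover the whole gene, so reads from exons 2 to 4 cannot be separated from the rest.

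The 5 most decreased genes were Cma2, Tpsb2, Mcpt1, Mcpt4 and Cma1, which encode mast cell proteases. Mcpt1 (chromosome 14, 56017971 to 56020384) had 523.688 ± 76.767 RPKM (SD, n = 3) in Ap4-wild-type and 19.317 ± 7.799 RPKM (SD, n = 3) in Ap4-deficient adenomas, and its log2 fold change was -4.5347 (standard error 0.3044, limma adjusted p = 0.01277). Cma2 (chromosome 14, 55950980 to 55974031) had the largest change, a log2 fold change of -5.9077 (standard error 0.1297, limma adjusted p = 4.592e-05). Tpsb2, Mcpt4 and Cma1 had log2 fold changes of -5.2246, -4.4491 and -4.3906. Several of these genes belong to families of similar sequence, and reads may have been divided between the members by the authors' mapping. The 5 most increased genes, Gm4938, Gm10275, Gm29216, Rps25-ps1 and Gm5913, are all annotated as pseudogenes, with log2 fold changes from 3.1516 to 2.6319. Their values are uncertain, because short reads of a pseudogene can also match its parent gene. Under the replicate block only Cma2 among these genes kept a limma adjusted p under the threshold, at 0.00313.

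Marker sets were compared to ask whether stem cell, Wnt, Notch, Myc and E2F genes differ as groups. The stem cell set (17 genes, 15 of them decreased) shifted by -0.512 on the log2 scale (camera adjusted p = 1.23e-07 with limma). The Wnt target set shifted by -0.46 (camera adjusted p = 7.88e-07) and the Notch pathway set by -0.634 (camera adjusted p = 3.32e-07). E2F targets shifted by -0.47 with all 17 genes decreased (camera adjusted p = 1.4e-09). Myc targets shifted by -0.185 (camera adjusted p = 0.00304). The stem cell, Wnt and Notch sets share some genes, so their shifts are not fully separate evidence. Without shared genes they shifted by -0.334, -0.364 and -0.564 (camera adjusted p = 0.000464, 0.000332 and 7.23e-06). At the level of samples, the stem cell, Wnt, Notch and E2F sets were lower in all 3 Ap4-deficient samples than in any Ap4-wild-type sample (exact permutation p = 0.1, the smallest possible), whereas the Myc target set overlapped between the groups (exact permutation p = 0.2). The camera test depended on the assumed correlation between genes. When that correlation was estimated from the residuals of each set, the adjusted p was 0.315 for the stem cell, Wnt target, Notch pathway and E2F sets and 0.419 for the Myc set, so none of the 5 passed.

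Sets for other cell types addressed the composition of the tumour pools. Fibroblast, smooth muscle and endothelium markers shifted by -1.206, -2.041 and -1.205 (camera adjusted p = 8.71e-08, 3.39e-05 and 5.28e-05). Smooth muscle levels overlapped between the groups (exact permutation p = 0.2) and varied widely within them, as for Myh11 with 34.151 ± 25.161 and 6.119 ± 5.485 RPKM (SD, n = 3 per group). Tuft cell markers shifted by -1.427 and myeloid markers by -0.427, while lymphocyte markers shifted by 0.544 and general epithelial markers by 0.537. Markers of the distal small intestine shifted by 1.234 (camera adjusted p = 0.00119). The first gene of that list, Fabp6, had 1123.666 ± 151.526 RPKM in Ap4-wild-type and 2832.497 ± 797.166 RPKM in Ap4-deficient adenomas (SD, n = 3 per group). Markers of the proximal small intestine shifted by -0.892 (camera adjusted p = 0.0353), with overlap between the groups. The shifts of the Paneth cell, goblet cell, enteroendocrine cell, enterocyte and Y chromosome sets, 0.029, 0.218, -0.149, 0.019 and 0.049, did not pass the threshold. Removal of genes shared between sets moved the proximal set most, to -0.315 (camera adjusted p = 0.159).

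**Figure D3:**
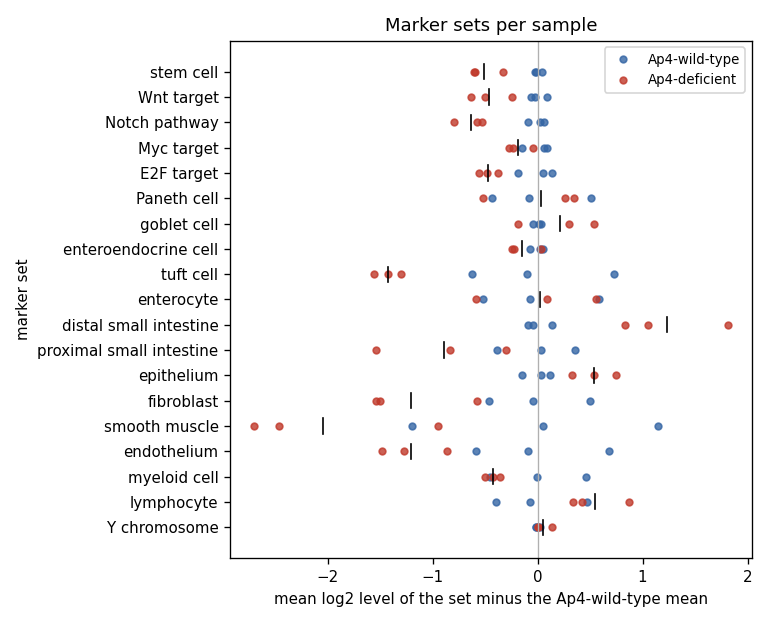
Mean log2 level of each of the 19 marker sets per sample, relative to the Ap4-wild-type mean, with a vertical bar at the mean log2 fold change of the set. Stem cell, Notch and E2F markers lie lower in every Ap4-deficient sample, and smooth muscle markers spread over a wide range within both groups.

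Fold changes differed by the type of gene. Among genes with a mean of at least 1 RPKM, the median log2 fold change was 0.055 for 10422 protein-coding genes and 0.775 for 359 processed pseudogenes, of which 83.6% were increased. Processed pseudogenes made up 13.7% of the tested genes but 40.9% of the increased genes past the adjusted threshold (Fisher's exact test across genes, odds ratio 4.43, p = 2.01e-17). With protein-coding genes only, 596 genes passed the adjusted threshold, 289 decreased and 307 increased.

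**Figure D4:**
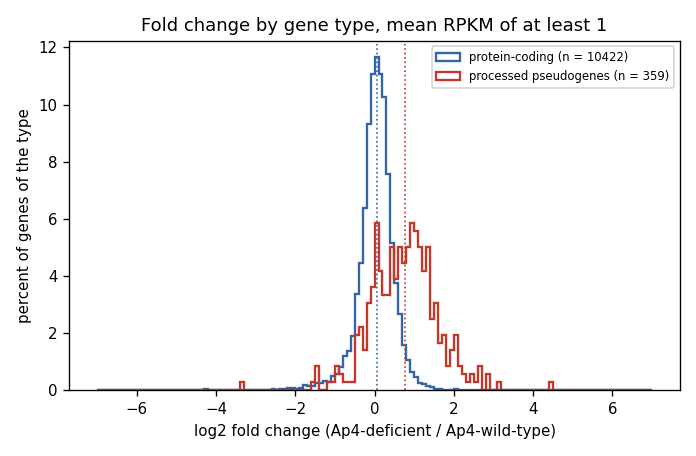
Distribution of log2 fold changes for 10422 protein-coding genes and 359 processed pseudogenes with a mean of at least 1 RPKM, as percent of the genes of each type, with dotted lines at the medians. The processed pseudogenes are shifted towards higher values, with a median of 0.775 against 0.055.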

Values the study reported

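For the adenomas, the study reported 1459 mRNAs whose expression differed by a fold change above 1.5 at p < 0.05 after loss of Ap4. Of these, 954 were lower and 505 were higher in the Ap4-deficient tumours.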

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

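The directions of the stem cell, Wnt target, Notch pathway, Myc target and E2F target shifts were unchanged under every alternative. The replicate block, the read filters and protein-coding genes only left the shifts as in the main fit, so they could not test the directions. The camera calls of these sets changed under only 1 alternative. With the inter-gene correlation estimated, the shifts were by construction the same but no longer passed: -0.512, -0.46, -0.634, -0.185 and -0.47 for these 5 sets, -1.427 for tuft cells, 1.234 and -0.892 for the distal and proximal small intestine, 0.537 for epithelium, -1.206, -2.041 and -1.205 for fibroblasts, smooth muscle and endothelium, -0.427 for myeloid cells and 0.544 for lymphocytes, with adjusted p from 0.315 to 0.419. Residual correlations rest on 6 samples here, and genes of a cell type vary together when the mix of cells varies, which the fixed value of 0.01 ignores.

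The number of genes past the adjusted threshold was the least stable result. It was 243 (84 decreased, 159 increased) in the main fit, 127 (39, 88) with the RUVg factor, 1 (1, 0) with the replicate block, 703 (245, 458) with a mean of at least 1 RPKM and 1024 (400, 624) with at least 10 reads in at least 3 samples. Of the alternatives added after the data were seen, no scaling gave 104 (42 increased), a minimum mean of 0.1 RPKM gave 926 (326, 600), 0.5 RPKM gave 806 (280, 526), at least 5 reads in 1 sample gave 839 (284, 555) and protein-coding genes only gave 596 (289, 307). It ranged from 1 to 266 across the 6 fits that each left out one sample, from 1 to 77 for decreased and from 0 to 189 for increased genes. Only the fit without Ap4-deficient replicate 3 gave 266, and the other 5 gave 1 or 2 genes. Filters may raise the count because fewer genes with low values enter the adjustment. The block and each left-out sample take away residual degrees of freedom. How much of the fall in counts is due to that loss cannot be told. The block takes away more degrees of freedom than a left-out sample does. The fit with 266 genes also left out the Ap4-deficient sample closest to the Ap4-wild-type samples on the first principal component. Its score was 12.6, against 38.6 and 34.2 for Ap4-deficient replicates 1 and 2.

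The number past the unadjusted threshold fell from 3154 to 1336 (457 decreased, 879 increased) with a pseudocount of 1, to 1673 (691, 982) with a mean of at least 1 RPKM, to 2069 (903, 1166) with 0.5 RPKM and to 1359 (616, 743) with a fold change of at least 2. Without scaling 2917 were decreased and 880 increased, and among protein-coding genes 1298 were decreased and 893 increased. It ranged from 2253 to 3510 across the fits that left out one sample, from 901 to 1617 for decreased and from 1349 to 2022 for increased genes. Without Ap4-wild-type replicate 3 the decreased genes were the majority (1617 against 1442). Since the scaling factors were lower in the Ap4-deficient samples, the majority of increased genes may depend on the samples being scaled at all. It was kept with trimmed-mean scaling (1503 decreased, 1663 increased) and median-ratio scaling (1511, 1616), which argues against a dependence on the upper quartile alone. The majority was also lost with the main scaling once pseudogenes and other types of gene were left out.

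Shifts near 0 changed sign. Enterocytes gave -0.006 with trimmed-mean scaling, -0.014 with median-ratio scaling and -0.276 without scaling. Paneth cells gave -0.004 with median-ratio scaling and -0.269 without scaling, and goblet cells -0.08 without scaling. Enteroendocrine cells gave 0.005 with a pseudocount of 1 and 0.281 with a mean of at least 1 RPKM. Without scaling Lyz1 had a log2 fold change of -0.099 and Spdef of -0.138. The proximal set no longer passed without scaling (-1.176), under both read filters (-0.892), with protein-coding genes only (-0.892) and without shared genes (-0.315), and lymphocytes no longer passed with a mean of at least 1 RPKM (0.68). Leaving out one sample gave ranges from -0.186 to 0.301 for Paneth cells, from -0.251 to 0.323 for enterocytes, from 0.056 to 0.42 for goblet cells, from -1.188 to -0.568 for the proximal set, from -0.652 to -0.198 for myeloid cells and from 0.343 to 0.78 for lymphocytes. The proximal set no longer passed in 5 of these fits, lymphocytes in 3 and myeloid cells in 1. Goblet cells passed without Ap4-deficient replicate 1 (0.42, camera adjusted p = 0.00817) and enterocytes without Ap4-deficient replicate 3 (0.323). Of the rows for single named genes, 103 others changed, 90 to weaker and 13 to stronger calls.

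The DESeq2 Wald test and the edgeR likelihood ratio test were not run because the files hold RPKM. Keeping any gene with at least 1 read is the main setting. At the lowest depth of 30015703 reads, 1 read in a gene with 1 kb of exon is worth 0.0333 RPKM, so changes of genes near the pseudocount of 0.1 rest on few reads.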

Other observations

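The number of genes past the unadjusted threshold was 3154. That is higher than the value quoted from the study above. The number of increased genes at this threshold was 1761. That is higher than the value quoted from the study above. The number of decreased genes was 1393, also higher than in the study. Decreased genes were the majority in the study, whereas increased genes were the majority here with all types of gene included. With a pseudocount of 1 the total was 1336, below the quoted one. With protein-coding genes only, 1298 genes were decreased and 893 increased at the unadjusted threshold. Which direction held the majority therefore depended on the types of gene included, and the contrast in direction was not seen among protein-coding genes. A figure legend of the study gives a p-value under 0.05 for its calls and marks the cut-off for adjusted p-values separately. The quoted p therefore appears to be unadjusted. The same legend names both edgeR and DESeq2 for the calls. Those count tests and the RUVg control genes were not available here.

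Of the 10 splits of the 6 samples into 3 and 3, only 1, the real one, gave as many genes past the adjusted threshold, and the same 1 of 10 held for the unadjusted threshold. The other splits gave 0 genes past the adjusted threshold and between 339 and 861 past the unadjusted threshold. A share of splits under 0.1 is not possible with this design, so the splits cannot decide. The real split also follows the sequencing run, since 0 run numbers are shared, so the batch and the genotype cannot be told apart. Recovered depth did not differ between the groups (exact permutation p = 1). Across protein-coding genes the log2 fold change barely followed gene length (Spearman correlation -0.078 across genes) or GC content (-0.017). Both trends explained only 0.6% of its variance, so their removal could move little and is no separate check. The stem cell set shifted by -0.551 after that removal, using the 16 of 17 genes with a value. The predictions on depth, length and GC content were written before their results were seen, and that on the run afterwards.

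GC content did separate samples within a group. The log2 difference of Ap4-wild-type replicate 1 from replicates 2 and 3 had Spearman correlations with GC content of 0.441 and 0.702 across genes. Among pairs from the same run the largest absolute correlation was 0.258, between replicates 2 and 3, and the Ap4-deficient pairs gave -0.155, -0.147 and -0.004. A difference between sequencing runs is a candidate explanation, although it was tested only after the pattern was seen, rests on 1 library and cannot be separated from the mouse. No biological explanation was tested.

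Part of the genes decreased in Ap4-deficient adenomas may reflect a lower share of stromal cells. The fibroblast, smooth muscle and endothelium sets fell by more than the stem cell set, with a mean shift of -1.484. Blood content may differ too, since Hbb-bs ranged from 42 to 238.8 RPKM in Ap4-wild-type and from 4 to 12 RPKM in Ap4-deficient samples. The prediction was written before the files arrived. A lower share of stroma would raise epithelial markers relative to the rest, so it does not account for the decrease of stem cell markers, and the sequencing run remains unresolved here as well.

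Other explanations were tested for the decrease of stem cell markers. A lower share of epithelial cells was not seen, as the epithelium set rose by 0.537, and stem cell markers relative to epithelial markers shifted by -1.049 (exact permutation p = 0.1, lower in 3 of 3 Ap4-deficient samples). More normal epithelium in the dissected tumours would raise enterocyte markers, whose shift was 0.019 in the main fit (camera adjusted p = 0.37 with limma). That set shares the falling genes Fabp1 and Lct with the proximal set. Without shared genes it shifted by 0.432 (camera adjusted p = 0.0836), and without Ap4-deficient replicate 3 by 0.323 (camera adjusted p = 0.0145), whereas 4 of the other fits that left out one sample gave shifts below 0. More normal epithelium is therefore not excluded. Tumours from another part of the small intestine remain possible, because the distal set rose and the proximal set fell, a difference of 2.126. Without shared genes the distal set still shifted by 1.234, but the proximal set by only -0.315 (camera adjusted p = 0.159). The position of the tumours is not given in the labels. These predictions were written before the files arrived except that on epithelial cells, made after the epithelial shift was seen. With the sequencing run also unresolved, the decrease cannot be assigned to the loss of Ap4 from these values alone. The study had other evidence. It reported lower Smoc2, Lgr5 and Olfm4 by quantitative PCR of adenomas, and fewer cells positive for Lgr5 or Smoc2 by in situ hybridization. Neither measurement rests on these sequencing runs.

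Processed pseudogenes were higher in Ap4-deficient adenomas while their parent genes were not. In 256 pairs of a pseudogene and the parent gene named in its symbol, the median log2 fold change was 0.56 for pseudogenes and 0.053 for parents, and the median difference was 0.548, with the pseudogene higher in 199 pairs. Of 110 genes at 0 in all Ap4-wild-type and above 0 in all Ap4-deficient samples, 54 were processed pseudogenes, against 5 of 80 genes in the opposite pattern (Fisher's exact test across genes, p = 4.59e-11). Reads of the parent genes that were placed on pseudogenes, for instance through more sequencing errors in 1 run, are a candidate explanation. The methods give the same read length for each sample and default mapping settings. That speaks against shorter reads or another mapping setting in 1 run. The mean log2 level of processed pseudogenes was higher by 0.501 in the lowest sample of the Ap4-deficient run than in the highest of the other runs, so this pattern cannot be told apart from the run. Both predictions were made after the result was seen. Counts of increased genes that include pseudogenes may therefore carry a technical part.

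The small change of Tfap4 may reflect the design of the deletion. Exons 2 to 4 hold 436 of the 2541 bases of its exons (17.2%), so loss of only these exons would give a log2 fold change of -0.272. The observed value after scaling differed from this by 0.104, but no change at all also lay within 2 standard errors of it. Without scaling the value was -0.462 (standard error 0.138), and no change lay outside 2 standard errors. Non-epithelial cells with intact Ap4 are also mixed into the pools. The whole-gene value thus depends on the scaling and cannot decide, and the prediction was made afterwards.

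Mast cell markers were the most decreased genes. A list of 13 mast cell genes, written after several had been seen, shifted by -3.158 and was lower in 3 of 3 Ap4-deficient samples (exact permutation p = 0.1). The difference from the mean shift of the stromal sets was -1.674 on the log2 scale. A larger fall than in stroma was partly built into a list written afterwards, so this difference cannot decide on a lower share of stroma. Kit, Hpgds, Il1rl1 and Hdc fell less than the stromal mean of -1.484, with log2 fold changes from -1.457 to -0.821. The other genes of the list fell more. A list of 8 type 2 immune genes shifted by -0.804 and fell in 7 genes, and tuft cell markers fell as well, in line with a lower type 2 immune response as a hypothesis. The list includes cytokines with very few reads, such as Il5 at 0.003 RPKM. The lowest Ap4-wild-type level exceeded the highest Ap4-deficient level by 2.513, and since this gap follows the run as well as the genotype, and housing or parasite status is not in the labels, a batch of mice or libraries remains a possible explanation. All 3 predictions were made after the decrease was seen.

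Interferon-response genes were higher in Ap4-deficient adenomas. The list of 13 genes was written after other genes of this kind had been seen, and left those out. It shifted by 1.02 with all 13 genes increased and was higher in 3 of 3 samples (exact permutation p = 0.1). Oas1a changed from 23.08 ± 0.238 to 46.802 ± 5.759 RPKM (SD, n = 3 per group, limma adjusted p = 0.02847). The prediction was written before this list was tested. The study had already listed interferon alpha and gamma responses among gene sets raised in these adenomas, so the list was no independent test. The study also listed an interferon gamma response among mRNAs raised in cultured intestinal organoids after deletion of Ap4. Those organoids were not part of these tumour pools. The shift is consistent with a higher interferon response, but the run and the housing of the mice are possible sources that were not excluded, with 0 run numbers shared between the groups.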
